# Inferring Evolutionary Histories of Pathway Regulation from Transcriptional Profiling Data

**DOI:** 10.1371/journal.pcbi.1003255

**Published:** 2013-10-10

**Authors:** Joshua G. Schraiber, Yulia Mostovoy, Tiffany Y. Hsu, Rachel B. Brem

## Abstract

One of the outstanding challenges in comparative genomics is to interpret the evolutionary importance of regulatory variation between species. Rigorous molecular evolution-based methods to infer evidence for natural selection from expression data are at a premium in the field, and to date, phylogenetic approaches have not been well-suited to address the question in the small sets of taxa profiled in standard surveys of gene expression. We have developed a strategy to infer evolutionary histories from expression profiles by analyzing suites of genes of common function. In a manner conceptually similar to molecular evolution models in which the evolutionary rates of DNA sequence at multiple loci follow a gamma distribution, we modeled expression of the genes of an *a priori*-defined pathway with rates drawn from an inverse gamma distribution. We then developed a fitting strategy to infer the parameters of this distribution from expression measurements, and to identify gene groups whose expression patterns were consistent with evolutionary constraint or rapid evolution in particular species. Simulations confirmed the power and accuracy of our inference method. As an experimental testbed for our approach, we generated and analyzed transcriptional profiles of four *Saccharomyces* yeasts. The results revealed pathways with signatures of constrained and accelerated regulatory evolution in individual yeasts and across the phylogeny, highlighting the prevalence of pathway-level expression change during the divergence of yeast species. We anticipate that our pathway-based phylogenetic approach will be of broad utility in the search to understand the evolutionary relevance of regulatory change.

## Author Summary

Comparative transcriptomic studies routinely identify thousands of genes differentially expressed between species. The central question in the field is whether and how such regulatory changes have been the product of natural selection. Can the signal of evolutionarily relevant expression divergence be detected amid the noise of changes resulting from genetic drift? Our work develops a theory of gene expression variation among a suite of genes that function together. We derive a formalism that relates empirical observations of expression of pathway genes in divergent species to the underlying strength of natural selection on expression output. We show that fitting this type of model to simulated data accurately recapitulates the parameters used to generate the simulation. We then make experimental measurements of gene expression in a panel of single-celled eukaryotic yeast species. To these data we apply our inference method, and identify pathways with striking evidence for accelerated or constrained regulatory evolution, in particular species and across the phylogeny. Our method provides a key advance over previous approaches in that it maximizes the power of rigorous molecular-evolution analysis of regulatory variation even when data are relatively sparse. As such, the theory and tools we have developed will likely find broad application in the field of comparative genomics.

## Introduction

Comparative studies of gene expression across species routinely detect regulatory variation at thousands of loci [1]. Whether and how these expression changes are of evolutionary relevance has become a central question in the field. In landmark cases, experimental dissection of model phenotypes has revealed evidence for adaptive regulatory change at individual genes [2]–[5]. These findings have motivated hypothesis-generating, genome-scale searches for signatures of natural selection on gene regulation. In addition to molecular-evolution analyses of regulatory sequence [6]–[9], phylogenetic methods have been developed to infer evidence for non-neutral evolutionary change from measurements of gene expression [10]–[12]. Two classic models of continuous character evolution have been used for the latter purpose: Brownian motion models, which can specify lineage-specific rates of evolution on a phylogenetic tree [13]–[16] and have been used to model the neutral evolution of gene expression [11], [17], and the Ornstein-Uhlenbeck model, which by describing lineage-specific forces of drift and stabilizing selection [13], [18], [19] can be used to test for evolutionary constraint on gene expression [11], [12]. To date, phylogenetic approaches have had relatively modest power to infer lineage-specific rates or selective optima of gene expression levels. This limitation is due in part to the sparse species coverage typical of transcriptomic surveys, in contrast to studies of organismal traits where observations in hundreds of species can be made to maximize the power of phylogenetic inference [20]–[22].

As a complement to model-based phylogenetic methods, more empirical approaches have also been proposed that detect expression patterns suggestive of non-neutral evolution [23]–[25]. We previously developed a paradigm to detect species changes in selective pressure on the regulation of a pathway, or suite of genes of common function, in the case where multiple independent variants drive expression of pathway genes in the same direction [24], [26]. Broadly, pathway-level analyses have the potential to uncover evidence for changes in selective pressure on a gene group in the aggregate, when the signal at any one gene may be too weak to emerge from genome-scale scans. However, the currently available tests for directional regulatory evolution are not well suited to cases in which some components of a pathway are activated, and others are down-regulated, in response to selection.

In this work, we set out to combine the rigor of phylogenetic methods to reconstruct histories of continuous-character evolution with the power of pathway-level analyses of regulatory change. We reasoned that an integration of these two families of methods could be used to detect cases of pathway regulatory evolution from gene expression data, without assuming a directional model. To this end, we aimed to develop a phylogenetic model of pathway regulatory change that accounted for differences in evolutionary rate between the individual genes of a pathway. We sought to use this model to uncover gene groups whose regulation has undergone accelerated evolution or been subject to evolutionary constraint, over and above the degree expected by drift during species divergence as estimated from genome sequence. As an experimental testbed for our inference strategy, we used the *Saccharomyces* yeasts. These microbial eukaryotes span an estimated 20 million years of divergence and have available well-established orthologous gene calls [27], and yeast pathways are well-annotated based on decades of characterization of the model organism *S. cerevisiae*. We generated a comparative transcriptomic data set across Saccharomycetes by RNA-seq, and we used the data to search for cases of pathway regulatory change.

## Results

### Modeling the rates of regulatory evolution across the genes of a pathway

The Brownian-motion model of expression of a gene predicts a multivariate normal distribution of observed expression levels in the species at the tips of a phylogenetic tree. The variance-covariance matrix of this multivariate normal distribution reflects both the relatedness of the species and the rate of regulatory evolution along each branch of the tree. We sought to apply this model to interpret expression changes in a pre-defined set of genes of common function, which we term a pathway. Our goal was to test for accelerated or constrained regulatory variation in a pathway relative to the expectation from DNA sequence divergence, as specified by a genome tree. To avoid the potential for over-parameterization if the rate of each gene in a pathway were fit separately, we instead developed a formalism, detailed in Methods, to model regulatory evolution in the pathway using a parametric distribution of evolutionary rates across the genes. This strategy parallels well-established models of the rate of DNA sequence evolution across different sites in a locus or genome [28]. Briefly, we assumed that each gene in the pathway draws its rate of evolution from an inverse gamma distribution, and we derived the relationship between the parameters of this distribution and the likelihood of expression observations at the tips of the tree. For each gene, we modeled the contrasts of the expression level in each species relative to an arbitrary species used as a reference, to eliminate the need to estimate the ancestral expression level. A further normalization step, recentering the distribution of expression across pathway genes in each species to a mean of 

, corrected for the effects of coherent regulatory divergence due to drift. This formalism enabled a maximum-likelihood fit of the parameters describing the pathway expression distribution, given empirical expression data, and could accommodate models of lineage-specific regulatory evolution, in which a particular subtree was described by distinct evolutionary rate parameters relative to the rest of the phylogeny. As a point of comparison, we additionally made use of an Ornstein-Uhlenbeck (OU) model [19]: here the rate of regulatory evolution of each gene in a pathway, across the entire phylogeny, was drawn from an inverse-gamma distribution, and all genes of the pathway were subject to the same degree of stabilizing selection, again across the entire tree.

Our ultimate application of the method given a set of expression data was to enumerate all possible Brownian motion models in which pathway expression evolved at a distinct rate along the lineages of a subtree relative to the rest of the phylogeny, and for each such model, apply our fitting strategy and tabulate the likelihood of the data under the best-fit parameter set. To compare these likelihoods and the analogous likelihood from the best-fit OU model of universal constraint, we applied a standard Akaike information criterion (AIC) [21], [29], [30] to identify strongly supported models.

### Simulation testing of inference of pathway regulatory evolution

As an initial test of our approach, we sought to assess the performance of our phylogenetic inference scheme in the ideal case in which rates of regulatory evolution of the genes of a pathway were simulated from, and thus conformed to, the models of our theoretical treatment. In keeping with our experimental application below which used a comparison of *Saccharomyces* yeast species as a testbed, we developed a simulation scheme using a molecular clock-calibrated *Saccharomyces* phylogeny [27] (see Figure 1a inset). We simulated the expression of a multi-gene pathway in which rates of evolution of the member genes were drawn from an inverse gamma distribution. With the simulated expression data in hand from a given generating model, we fit an OU model, an equal-rates model, and models of evolutionary rate shifts in each subtree in turn.

**Figure 1:**
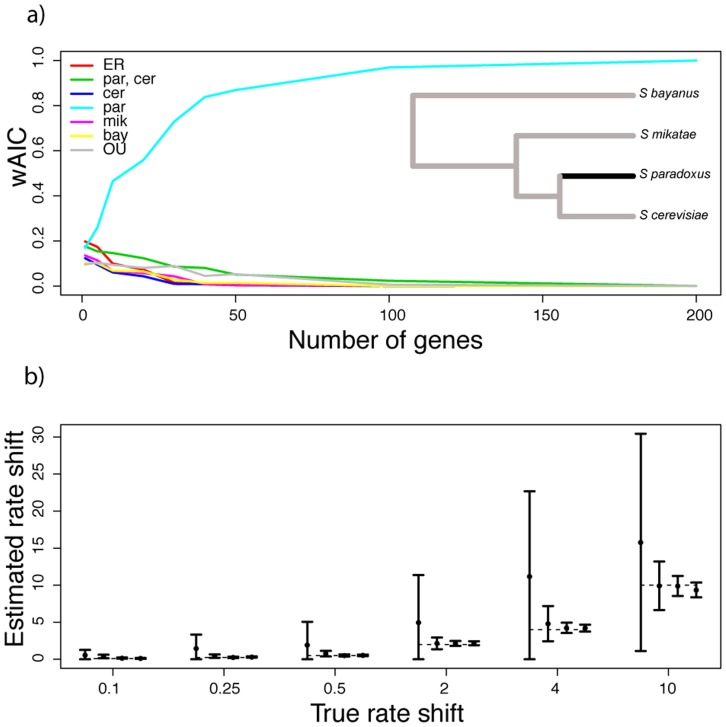
Phylogenetic inference of the evolutionary history of yeast pathway regulation from data simulated under a model of a lineage-specific, accelerated evolutionary rate. Each panel reports results of the inference of evolutionary history from expression of the genes of a pathway in yeast species, simulated under a model of a shift in evolutionary rate on the branch leading to *S. paradoxus* (dark line in inset phylogeny in (a)). (a), Each trace reports the strength of support for one evolutionary model in inferences from simulated expression in pathways of varying size. The 

 axis reports the number of genes in the pathway and the 

 axis reports the Akaike weight of the indicated model. Data were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

, 

 and, for the branch leading to *S. paradoxus*, increased by a factor of 

. In the legend, ER denotes an equal-rates Brownian motion model in which rates of evolution were the same on each branch of the phylogeny; OU denotes an Ornstein-Uhlenbeck model of evolution; and species name abbreviations denote Brownian motion models of accelerated evolutionary rate on the subtrees leading to the respective taxa. (b), Each set of symbols reports results from expression data simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

, 

 and, for the branch leading to *S. paradoxus*, increased by the factor indicated on the 

 axis. In a given set of symbols, filled circles report the mean, and vertical bars report the standard deviation of the sampling distribution, of the inferred rate shift parameter in simulations of pathways containing, from left to right, 2, 10, 50, and 100 genes. Results from simulations of expression under models of evolutionary rate shifts on other branches of the yeast phylogeny, and simulations of expression in the absence of a lineage-specific evolutionary rate shift, are reported in Supplmentary Figures 1–5.

Figure 1 shows the results of inferring the mode and rate of evolution from data simulated under a model of accelerated regulatory change on the branch leading to *S. paradoxus*, and similar results can be seen in Figures S1 through S5 for other rate shift models. As expected, for very small gene groups, inference efforts did not achieve high power or recapitulate model parameters (Figure 1a, leftmost data point; Figure 1b, leftmost point in each cluster), reflecting the challenges of the phylogenetic approach when applied on a gene-by-gene basis to relatively sparse trees like the *Saccharomyces* species set. By contrast, for pathways of ten genes or more, we observed strong AIC support for the true generating model in cases of lineage-specific regulatory evolution, approaching AIC weights of 100% for the correct model if a pathway contained more than 50 genes (Figure 1a, Figure S1 and panel a of Figures S2, S3, S4, S5). In these simulations our method also inferred the correct magnitudes of lineage-specific shifts with high confidence, for all but the smallest pathways (Figure 1b and panel b of Figures S2, S3, S4, S5). Likewise, when applied to simulated expression data generated under models of phylogeny-wide constraint, our method successfully identified OU as the correct model (Figure 2a), though with biased estimates of the magnitude of the constraint parameter when the latter was large (Figure 2b), likely due to a lack of identifiability with the inverse-gamma rate parameter (Figure S6).

**Figure 2:**
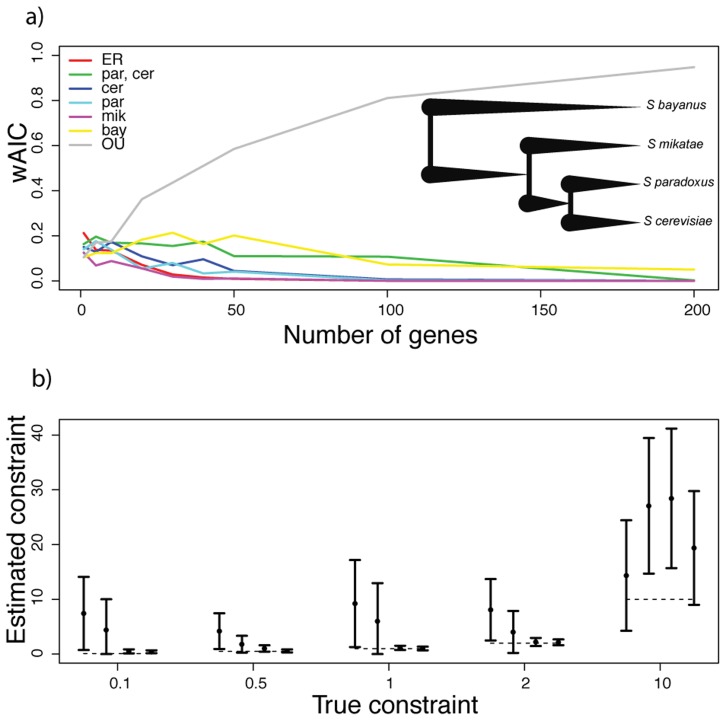
Phylogenetic inference of the evolutionary history of yeast pathway regulation from data simulated under an Ornstein-Uhlenbeck (OU) model. (a), Data are as in Figure 1a except that expression measurements were simulated under an OU model in which the phylogeny-wide rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

, 

 and the phylogeny-wide constraint parameter had a value of 10. (b), Data are as in Figure 1b except that expression measurements were simulated under an OU model in which the phylogeny-wide rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

, 

 and the phylogeny-wide constraint parameter had the value indicated on the 

 axis.

We also sought to evaluate the robustness of our method to violations of the underlying model. To explore the effect of our assumption of independence between genes, we simulated a pathway in which expression of the individual genes was coupled to one another and evolving under an equal-rates Brownian motion model, and we inferred evolutionary histories either including or eliminating the mean-centering normalization step of our analysis pipeline. With the latter step in place, our method correctly yielded little support for shifts in evolutionary rates in the simulated data except in the case of extremely tight correlation between genes, a regime unlikely to be biologically relevant (Figure S7). Additionally, to test the impact of our assumption that the genes of a pathway were all subject to similar evolutionary pressures, we simulated a heterogeneous pathway in which expression of only a fraction of the gene members was subject to a lineage-specific shift in evolutionary rate. Inferring parameters from these data revealed accurate detection of rate shifts even when a large proportion of the genes in the pathway deviated from the rate shift model (Figure S8). Taken together, our results make clear that the pathway-based phylogenetic approach is highly powered to infer evolutionary histories of gene expression change, particularly lineage-specific evolutionary rate shifts. As a contrast to the poor performance of phylogenetic inference when applied to one or a few genes, our findings underscore the utility of the multi-gene paradigm in identifying candidate cases of evolutionarily relevant expression divergence.

### Phylogenetic inference of regulatory evolution from experimental measurements of *Saccharomyces* expression

We next set out to apply our method for evolutionary reconstruction of regulatory change to experimental measurements of gene expression. The total difference in gene expression between any two species is a consequence of heritable differences that act in *cis* on the DNA strand of a gene whose expression is measured, and of variants that act in *trans*, through a soluble factor, to impact gene expression of distal targets. Effects of *cis*-acting variation can be surveyed on a genomic scale using our previously reported strategy of mapping of RNA-seq reads to the individual alleles of a given gene in a diploid inter-specific hybrid [24], whereas the joint effects of *cis* and *trans*-acting factors can be assessed with standard transcriptional profiling approaches in cultures of purebred species. To apply these experimental paradigms we chose a system of *Saccharomyces sensu stricto* yeasts. We cultured two biological replicates for each of a series of hybrids formed by the mating of *S. cerevisiae* to *S. paradoxus*, *S. mikatae*, and *S. bayanus* in turn, as well as homozygotes of each species. We measured total expression in the species homozygotes, and allele-specific expression in the hybrids, of each gene by RNA-seq, using established mapping and normalization procedures, including a variance-stabilizing full-quantile normalization (see Methods). 

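Expression values were deposited for 18 libraries of poly-adenylated transcript ends, 12 from species homozygotes and 6 from hybrids. The homozygote libraries were 6 of S. cerevisiae and 2 of each other species, and each of the 3 hybrids had 2 libraries whose reads were assigned to the S. cerevisiae allele or to the allele of the other species. All cultures were in log phase in YPD medium. Each deposited value was the number of reads on a gene, counted after the reads had been weighted by the authors for GC content with the full-quantile method and rounded to a whole number; the between-lane normalization was not yet applied. Every library listed the same 4730 genes. The total per homozygote library was between 4760197 and 6883279, with a median of 6025260. The total per hybrid library, with the values of both alleles added, was between 4687019 and 6529410, and the total assigned to a single allele was between 2255430 and 3336994, with a median of 2814418. Reads of an S. cerevisiae homozygote library were mapped together with the genome of 1 other species, so that S. cerevisiae had 2 homozygote libraries for each pair of genomes. Values were scaled between libraries by their upper quartile. Between the replicates of a group, the correlation across genes of log2 scaled values was between 0.907 and 0.941, where genes are not independent replicates. For the phylogenetic fits, scaled values were averaged over the replicates, and the log2 ratio of each species to the S. cerevisiae libraries or alleles of the same pair was taken for genes with a mean of at least 10 and with every average above 0. This left 4577 genes in homozygotes and 4492 genes in hybrids. The equal-rates model, the 5 rate-shift models and the Ornstein-Uhlenbeck model were fitted with inverse-gamma rates as in the paper, with log2 ratios centred to a mean of 0 within each gene group and species. The branch lengths are drawn but not printed in the paper's text, so they were measured from the inset of Figure 1a. On this scale, with S. bayanus set to 2, the divergence from S. cerevisiae was 0.682 for S. paradoxus and 1.07 for S. mikatae.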

In each set of expression data, we made use of *S. cerevisiae* as a reference: we normalized expression in the homozygote of a given species, and expression of the allele of a given species in a diploid hybrid, relative to the analogous measurement from *S. cerevisiae*.

To search for evidence of evolutionary constraint and lineage-specific shifts in evolutionary rate in our yeast expression data, we considered as pathways the pre-defined sets of genes of common function from the Gene Ontology (GO) process categories. For the genes of each GO term, we used normalized expression measurements in yeast species and, separately, measurements of *cis*-regulatory variation from interspecific hybrids, as input into our phylogenetic analysis pipeline. Thus, for each of the two classes of expression measurements, for a given GO term we fit models of a lineage-specific rate shift in regulatory evolution incorporating inverse-gamma-distributed rates across genes; an analogous model with no lineage-specific rate shift; and an OU model of universal constraint. The results revealed a range of inferred evolutionary models and AIC support across GO terms (Figure 3, Tables 1 and 2, and Tables S3 and S4), and this complete data set served as the basis for manual inspection of biologically interesting features.

**Figure 3:**
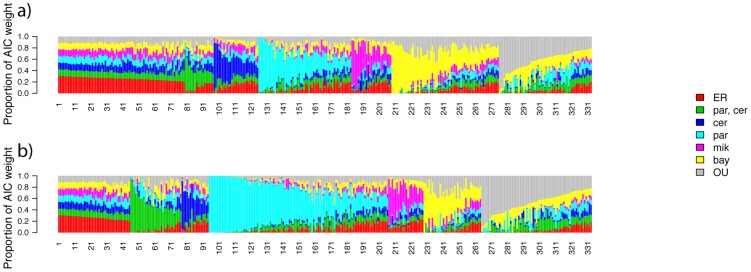
Inference of regulatory evolution in yeast pathways from experimental expression measurements. Each panel reports results of phylogenetic inference of evolutionary histories of gene expression change from one set of experimental transcriptional profiling data. In a given panel, each vertical bar reports results of maximum-likelihood fits of Brownian-motion and Ornstein-Uhlenbeck models to expression of the genes of one Gene Ontology process term; the total proportion of a bar corresponding to a particular color indicates the Akaike weight of the corresponding model (legend at right, with labels as in Figure 1). Bars are sorted by the model with maximum Akaike weight. (a), Inference of *cis*-regulatory variation from interspecies hybrids; numerical indices correspond to rows in Table S3. (b), Inference from measurements of total expression in species homozygotes; numerical indices correspond to rows in Table S4.

**Table 1:** Top-scoring fitted models of *cis*-regulatory evolution in yeast pathways from experimental expression measurements.

GO term	*N*	Model	wAIC	Constraint or shift parameter
34599	57	Ornstein-Uhlenbeck	0.899405768	49.97745883
6355	433	*S. bayanus* shift	0.837382338	0.230918849
6351	462	*S. bayanus* shift	0.849912647	0.258701476
1302	38	*S. paradoxus* shift	0.859866949	3.197059161
6897	73	*S. paradoxus* shift	0.965743399	4.292287639
6338	45	*S. cerevisiae* shift	0.840339574	0.037806902
42254	136	Ornstein-Uhlenbeck	0.924785133	3.733770466
6364	177	Ornstein-Uhlenbeck	0.902358815	3.079387696
44255	13	*S. paradoxus* shift	0.945799302	11.43989834
54	11	*S. paradoxus* shift	0.91523272	9.314688245
16310	188	*S. bayanus* shift	0.902247359	0.188381056
8152	243	*S. bayanus* shift	0.844716856	0.043114988
6629	136	*S. bayanus* shift	0.91650274	0.005082617
122	71	*S. bayanus* shift	0.819216472	0.040060263
30437	45	*S. paradoxus* shift	0.931136455	4.060128813

Each row reports the results of phylogenetic inference of the evolutionary history of gene regulation for one yeast Gene Ontology process term, from experimental measurements of *cis*-regulatory variation in interspecific yeast hybrids. 

, number of genes in the indicated GO term for which expression measurements were available in all species. Model, best-fit model from among the five possible Brownian motion models of evolutionary rate shift in lineages of the *Saccharomyces* phylogeny (see Figure 1a), the Ornstein-Uhlenbeck (OU) model of universal constraint, and the equal-rates model involving no lineage-specific differences in evolutionary rate. wAIC, Akaike Information Criterion weight of the indicated model. Constraint or shift parameter, fitted value of the strength of purifying selection or the shift in the rate of regulatory evolution on the indicated lineage, when the best-fit model was the OU model of constraint or a Brownian motion lineage-specific evolutionary rate model, respectively.

**Table 2:** Top-scoring fitted models of species regulatory evolution in yeast pathways from experimental expression measurements.

GO term	*N*	Model	wAIC	Constraint or shift parameter
6397	151	*S. paradoxus* shift	0.965171603	3.028130303
8033	69	*S. paradoxus* shift	0.969683391	3.714749932
71038	15	*S. paradoxus* shift	0.89725301	6.751073973
480	29	*S. paradoxus* shift	0.928296518	4.460579672
42274	25	*S. paradoxus* shift	0.958076119	8.083546161
472	31	*S. paradoxus* shift	0.953733629	4.686648741
15031	362	*S. bayanus* shift	0.872939854	0.183834463
1302	38	*S. paradoxus* shift	0.999927135	6.671016575
6006	22	*S. paradoxus* shift	0.816341854	4.6555377
6260	72	*S. paradoxus* shift	0.831407464	3.043207869
30163	15	*S. paradoxus* shift	0.82364567	7.009201233
6897	73	*S. paradoxus* shift	0.970677101	4.408614609
6412	228	*S. paradoxus* shift	0.981277345	2.770778823
7121	16	*S. paradoxus* shift	0.998579562	16.81960721
6914	49	Ornstein-Uhlenbeck	0.810293525	41.38598192
30488	18	*S. paradoxus* shift	0.893282646	7.945094861
42254	163	*S. paradoxus* shift	0.99999983	6.856141937
6200	34	*S. paradoxus* shift	0.81144199	5.590943868
6468	120	*S. paradoxus* shift	0.990399439	2.655209273
16567	71	*S. paradoxus* shift	0.959694914	3.313920599
6364	177	*S. paradoxus* shift	0.999995709	5.841035759
6754	18	*S. paradoxus* shift	0.816303046	4.668929462
422	27	Ornstein-Uhlenbeck	0.877576591	57.08946364
463	20	*S. paradoxus* and *S. cerevisiae* shift	0.958484282	10.39289039
6414	23	*S. paradoxus* and *S. cerevisiae* shift	0.906687775	8.121469425
19236	29	*S. paradoxus* shift	0.989881765	6.821984459
31505	72	*S. paradoxus* shift	0.955855579	3.032267535
32259	65	*S. paradoxus* shift	0.998665437	4.546902844
6506	29	*S. paradoxus* shift	0.982054204	5.468542886
16310	188	*S. paradoxus* shift	0.99652632	2.487101867
447	39	*S. paradoxus* shift	0.994506418	5.252074336
6281	175	Ornstein-Uhlenbeck	0.882367142	3.410968446
71042	13	*S. paradoxus* shift	0.804318406	6.030946867
6378	18	*S. cerevisiae* shift	0.845112064	1.00E-04
7165	63	*S. paradoxus* shift	0.811091269	4.465389345
6810	681	Ornstein-Uhlenbeck	0.859937275	2.618523967
6812	28	*S. paradoxus* shift	0.898839416	4.312524185
8150	723	*S. paradoxus* shift	0.999962114	2.871955612
6417	45	*S. paradoxus* shift	0.925463092	5.339113187
6407	18	*S. paradoxus* shift	0.988260506	8.792447836
462	55	*S. paradoxus* shift	0.817627126	7.291083934

Data are as in Table 1 except that inferences were made from experimental measurements of expression in purebred yeast homozygotes.

Among the inferences of pathway regulatory evolution from our method, we observed many cases of evolutionary interest whose best-fitting model had strong AIC support (Figure 3). 

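For the allele-specific data, the models were fitted again to GO process terms taken from the gene annotation of the reference genome. Only assignments that this annotation lists with experimental evidence were used. Many terms held fewer or more genes than in the paper, and how much of this came from that choice was not measured. Of the 333 terms in Table S3, 192 had at least 10 genes with allele-specific values in every species. They held a median of 18 genes, and their number of genes was between 0.0406 and 4.27 times the number in Table S3, with a median of 0.923. The best-fit model had an Akaike weight above 0.8 for 6 of the 192 terms. The highest was endocytosis (GO:0006897), with 59 genes, for which the S. paradoxus shift model had a weight of 0.978 and a fitted rate shift of 4.93; the paper's weight for this term was 0.966. Translational initiation (GO:0006413) followed with a weight of 0.918 for the S. paradoxus shift model, then regulation of transcription by RNA polymerase II (GO:0006357) with 0.890 for the S. bayanus shift model. The remaining 3 terms had weights between 0.802 and 0.847. With replicate 1 of every hybrid left out, 13 of 190 terms had a weight above 0.8, and with replicate 2 left out, 14 of 192 terms did. The best-fit model was that of Table S3 for 90 of the 192 terms, and for 57 of the 110 terms whose number of genes was nearest to the paper's.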

For each of 15 GO terms, *cis*-regulatory expression variation measurements yielded inference of an evolutionary model with >80% AIC weight (Figure 3a and Table 1). Many such GO terms represented candidate cases of polygenic regulatory evolution, in which multiple independent variants, at the unlinked genes that make up a pathway, have been maintained in some yeast species in response to a lineage-specific shift in selective pressure on expression of the pathway components. For example, in replicative cell aging genes (GO term 0001302), *cis*-regulatory variation measured in interspecific hybrids supported a model of polygenic, accelerated evolution in *S. paradoxus* (Figure 4a), with some pathway components upregulated and some downregulated in the latter species relative to other yeasts. The total expression levels of cell aging genes in species homozygotes were also consistent with rapid evolution in *S. paradoxus* (Figure 4a), arguing against a model of compensation between *cis*- and *trans*-acting regulatory variation, and highlighting this pathway as a particularly compelling potential case of a lineage-specific change in selective pressure.

**Figure 4:**
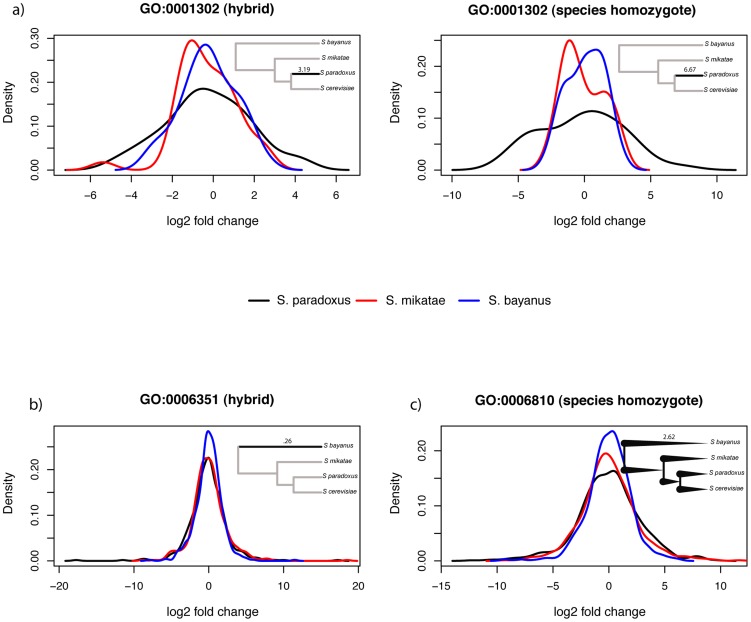
Lineage-specific regulatory evolution and constraint in yeast pathways, inferred from experimental expression measurements. Each panel shows kernel density estimates of the distributions of experimental gene expression measurements among the genes of one yeast Gene Ontology process term, whose evolutionary history was inferred with strong support. In a given panel, each trace reports the expression levels of the genes of the indicated pathway, from the allele of the indicated yeast species in a hybrid or in the purebred homozygote of a species, normalized with respect to the analogous measurement in *S. cerevisiae* and with respect to branch length. Inset cartoons represent the model inferred with AIC weight >80% for the indicated pathway (see Tables 1 and 2). (a) Allele-specific expression from measurements in diploid hybrids (left) and total expression measurements in species homozygotes (right) for the 38 genes of GO:0001302, replicative cell aging, supporting a model of accelerated evolution in *S. paradoxus*; in the inset, the number above the bolded branch reports the inferred shift in the rate of regulatory evolution along that lineage. (b) Allele-specific expression from measurements in diploid hybrids for the 462 genes of GO:0006351, transport, supporting a model of constraint in *S. bayanus*; in the inset, the number above the bolded branch reports the inferred shift in the rate of regulatory evolution along that lineage. (c) Total expression measured in species homozygotes for the 175 genes of GO:0006281, transcription, supporting an Ornstein-Uhlenbeck model of universal constraint; in the inset, the number above the tree reports the inferred value of the constraint parameter. Note that in (c), the width of the distribution of expression differences between a given species and *S. cerevisiae* correlates inversely with the sequence divergence of that species, as expected if selective constraint on expression renders the estimate of evolutionary distance from genome sequence an increasing over-estimate of expression change.

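The width of the distribution of log2 ratios was measured for the DNA repair genes, as the reference annotation names GO:0006281. Its entries with experimental evidence give this term 58 genes with values in every homozygote, against 175 in the paper. The SD over genes of the log2 ratio to S. cerevisiae was 1.54 for S. paradoxus, 1.65 for S. mikatae and 1.90 for S. bayanus. Divided by the divergence of each species from S. cerevisiae, the SD was 2.26 for S. paradoxus, 1.55 for S. mikatae and 0.951 for S. bayanus. From replicate 2 alone the divided SDs were 2.37, 1.40 and 0.904 in the same order of species, and from replicate 1 alone they were 2.36, 1.75 and 1.05. Not divided, the SD was highest in S. bayanus in the averages and in each replicate of the homozygotes. In hybrids, 57 genes of the term gave divided SDs of 2.06, 1.29 and 0.804. Among the genes of the term in the limma test, which needs no value above 0 in every species, the largest absolute log2 fold changes of the S. paradoxus homozygote belonged to SPT10 (YJL127C) and KRE29 (YER038C), neither of which is among the 58. SPT10 was listed at 0 in both S. paradoxus libraries and at scaled values of 19.3 and 81.5 in the S. cerevisiae libraries of the same pair. KRE29 had scaled values of 0.800 and 6.14 in S. paradoxus and of 135 and 152 in S. cerevisiae. The paper describes the inverse relation between width and sequence divergence as the one that would arise if selective constraint made genome-based distance over-estimate expression change more and more. Under the equal-rates model, however, the SD grows with the square root of divergence, so the divided SD falls with divergence without constraint. The order of the divided SDs alone therefore cannot tell constraint from equal rates.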

In other instances, expression measurements in species homozygotes alone supported models of lineage-specific evolution, with each such pathway representing a candidate case of accelerated or constrained evolution at *trans*-acting regulatory factors. For a total of 41 GO terms, our method inferred models with >80% AIC weight from homozygote species expression data (Figure 3b and Table 2). These top-scoring pathways included a set of components of the transcription machinery (GO term 0006351), whose expression levels in *S. bayanus* were less volatile than those of other yeasts and thus supported a model of lineage-specific constraint (Figure 4b). Additionally, expression of a number of pathways in species homozygotes conformed to the OU model of universal constraint, such as a set of genes annotated in transport (GO term 0006281), whose expression varied less across all species than would be expected from the genome tree (Figure 4c). 

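In the homozygote data, 193 of the 333 terms in Table S4 had at least 10 genes among the experimental entries of the reference annotation. The best-fit model had an Akaike weight above 0.8 for 3 of them. These were endocytosis (GO:0006897), with a weight of 0.993 for the S. paradoxus shift model and a rate shift of 4.51, autophagy of mitochondrion (GO:0000422), with 0.860 for the Ornstein-Uhlenbeck model, and ribosomal large subunit assembly (GO:0000027), with 0.807 for the Ornstein-Uhlenbeck model. For autophagy of mitochondrion, which held 26 genes, the weight fell to 0.680 without replicate 1 and to 0.759 without replicate 2 of every species, and it was 0.475 with all 6 S. cerevisiae libraries as the reference. The alternative that moved the number of terms above 0.8 most was leaving out replicate 1 of every species, with 17 of 193 terms. Of the 41 terms above 0.8 in Table S4, 24 could be fitted; 10 of them had the same best-fit model, and 2 of these had a weight above 0.8. With log2 ratios centred over all genes in place of centring within each term, an alternative chosen after the values were seen, 15 terms had a weight above 0.8. The best-fit model was then that of Table S4 for 97 terms, compared with 78 terms when the centring was within each term.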

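The Ornstein-Uhlenbeck model was fitted to the 58 DNA repair genes of GO:0006281 in the homozygote data. It was the best-fit model, with an Akaike weight of 0.232 and a fitted constraint parameter of 0.795. Over the alternatives that were tried, its weight was between 0.145 and 0.499. Without replicate 1 of every species, the best-fit model was the S. paradoxus shift, with a weight of 0.554. In hybrids the S. paradoxus shift model had the highest weight for these genes, at 0.591.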

Taken together, our findings indicate that evolutionary histories can be inferred with high confidence from experimental measurements of pathway gene expression. In our yeast data, many pathways exhibit expression signatures consistent with non-neutral regulatory evolution, in particular lineages and across the phylogeny.

Another emergent trend was the prevalence, across many GO terms, of models of distinct regulatory evolution in the lineage to *S. paradoxus* as the best fit to expression measurements in species homozygotes (Figure 3b). 

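Among the 193 refitted terms, the S. paradoxus shift was the best-fit model for 33 terms in homozygotes, against 66 of the same terms in Table S4. The fitted S. paradoxus rate shift was above 1 for 164 terms, with a median of 2.06. Leaving out replicate 1 of every species gave 60 terms with this best-fit model, and leaving out replicate 2 gave 42. With all 6 S. cerevisiae libraries as the reference of every species, the number was 19. Endocytosis, the term with the highest weight, held 59 genes, and its weight with all 6 S. cerevisiae libraries was 0.831.

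**Figure D1:**
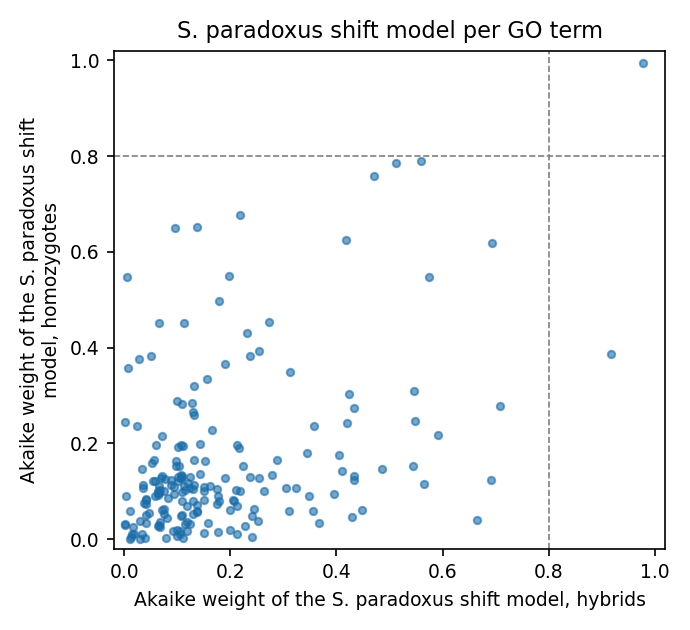
Akaike weight of the S. paradoxus shift model for each of the 192 terms fitted in both kinds of data, in hybrids (horizontal) and in homozygotes (vertical); each point is a GO term and the dashed lines mark 0.8. Endocytosis is the only point above 0.8 on both axes.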

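In the hybrids, the S. paradoxus shift was the best-fit model for 39 of 192 terms, against 38 of the same terms in Table S3. The fitted S. paradoxus rate shift was above 1 for 156 terms, with a median of 2.09. Of the 192 terms fitted in both kinds of data, the S. paradoxus rate shift was higher in homozygotes than in hybrids for 101 terms. Per gene, allele-specific expression in each hybrid was tested by limma with an intensity trend on log2 of the scaled value plus 1, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, the S. paradoxus allele differed from the S. cerevisiae allele for 224 of 4495 genes (109 higher and 115 lower). In the S. mikatae hybrid 719 genes differed (354 higher and 365 lower), and in the S. bayanus hybrid 1604 genes differed (828 higher and 776 lower). Both alleles come from 1 library; with the library as a replicate block, 0 genes differed in the S. paradoxus hybrid and 0 in the S. mikatae hybrid (1183 and 1533 at an unadjusted p under 0.05), and 1076 in the S. bayanus hybrid. When both alleles of a library shared 1 library size, the S. paradoxus split was 165 higher and 114 lower, and the median log2 ratio over all genes moved from 0.02 to 0.22. The S. mikatae split was then 424 higher and 308 lower, with the median moving from -0.04 to 0.12, and the S. bayanus split 758 higher and 838 lower. The S. paradoxus alleles included RPA135 (YPR010C), with scaled values of 0 and 5.63 in S. paradoxus and of 1874 and 4199 in S. cerevisiae. The S. mikatae alleles included PHO3 (YBR092C), with a log2 fold change of -8.70 (standard error 0.328, adjusted p = 0.0179 from limma without the block), lower in both libraries. Among the S. bayanus alleles, MRH1 (YDR033W) had scaled values of 0 and 5.46, against 5208 and 13860 for S. cerevisiae. The fitted values of genes at or near 0 depend on the 1 added before log2. Whether a value near 0 in 1 species reflects low expression or uncounted reads was not tested.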

We noted no such recurrent model in analyses of *cis*-regulatory variation (Figure 3a), implicating *trans*-acting variants as the likely source of the regulatory divergence in *S. paradoxus*. To validate these patterns, we applied our phylogenetic inference method to expression measurements from all genes in the genome analyzed as a single group, rather than to each GO term in turn. When we used expression data from species homozygotes as input for this genome-scale analysis, our method assigned complete AIC support to a model in which the rate of evolution was 

 times faster on the branch leading to *S. paradoxus* (AIC weight 

), consistent with results from individual GO terms (Figure 3b). 

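All genes were fitted as a single group in the homozygote data. The rate shift fitted on the branch to S. paradoxus was 2.30. The Akaike weight of the S. paradoxus shift model was 0.0316 and that of the Ornstein-Uhlenbeck model was 0.968, with a constraint parameter of 1.17. The order of these models depended on the libraries used. Without replicate 1 of every species, the S. paradoxus shift model had a weight of 1.00 and a rate shift of 2.61, and without replicate 2 it had a weight of 1.00 and a rate shift of 2.37. Of the 12 fits that each left out 1 library, 8 gave the S. paradoxus shift model a weight above 0.8 and the other 4, each without a library of the S. mikatae pair, gave it to the Ornstein-Uhlenbeck model. Over these fits the S. paradoxus rate shift was between 2.18 and 2.77. With all 6 S. cerevisiae libraries as the reference of every species, the rate shift was 1.66. The SD over genes of the log2 ratio was 1.59 for S. paradoxus, 1.72 for S. mikatae and 1.82 for S. bayanus. Divided by the divergence from S. cerevisiae, it was 2.33, 1.61 and 0.911, and in hybrids it was 2.04, 1.48 and 0.881. A fall of this kind also arises under the equal-rates model, where the SD grows with the square root of divergence. Divided by that square root, which would give equal values under equal rates and no replicate noise, the SD was 1.9234, 1.6651 and 1.2885 in homozygotes. In hybrids it was 1.6858, 1.5327 and 1.246. The fall was thus smaller on this scale but remained. Replicate noise adds to the SD, so part of this fall can arise under equal rates. The variance shared by both replicates, per divergence, was 2.71, 1.98 and 1.29 in homozygotes. In hybrids it was 1.82, 1.67 and 1.17 in the same order of species.

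**Figure D2:**
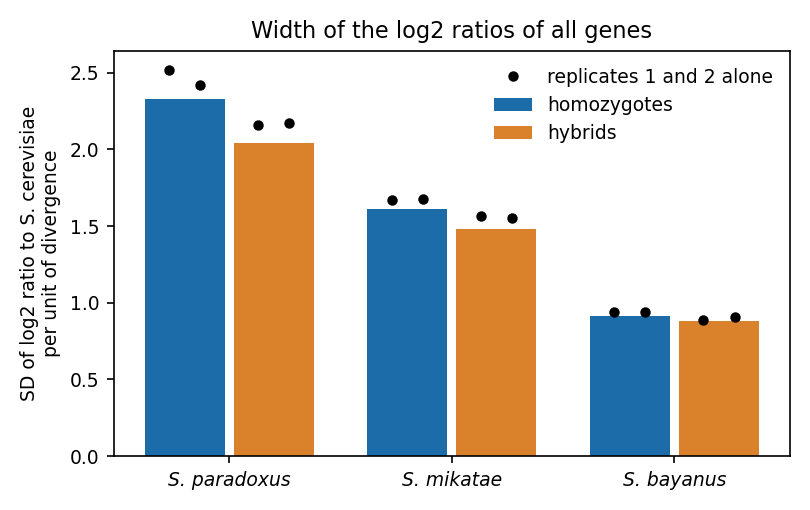
SD over genes of the log2 ratio to S. cerevisiae, divided by the divergence of each species from S. cerevisiae, for homozygotes and hybrids; bars use the average of both replicates and points use each replicate alone. The bars fall from 2.33 for S. paradoxus to 0.911 for S. bayanus in homozygotes and from 2.04 to 0.881 in hybrids. Bars of this kind also fall under the equal-rates model, because the SD then grows with the square root of divergence.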

An analogous inference calculation using measurements of *cis*-regulatory variation, for all genes in the genome, yielded essentially complete support for an OU model of universal constraint (AIC weight 

). 

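In the allele-specific data of all 4492 genes, the S. bayanus shift model had an Akaike weight of 0.742, with a rate shift of 0.357, and the Ornstein-Uhlenbeck model had a weight of 0.258, with a constraint parameter of 0.862. The rate shift fitted on the S. paradoxus branch was 1.72. The order of the models depended on the replicates here too. Without replicate 1 of every hybrid, the S. bayanus shift model had a weight of 0.968, and without replicate 2 the Ornstein-Uhlenbeck model had a weight of 0.950. On a tree with evenly spaced nodes, the S. paradoxus shift model had a weight of 0.986. From its fit of an Ornstein-Uhlenbeck model to these data, the paper concludes that constraint on cis-acting determinants is the general rule in these yeasts.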

We conclude that constraint on the *cis*-acting determinants of gene expression, of roughly the same degree in all yeasts, is the general rule from which changes in selective pressure on particular functions may drive deviations in individual pathways. However, for many genes, expression in the *S. paradoxus* homozygote is distinct from that of other yeasts out of proportion to its sequence divergence, suggestive of derived, *trans*-acting regulatory variants with pleotropic effects.

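Genes of the S. paradoxus homozygote were compared with S. cerevisiae libraries of the same pair by the limma test, with 2 libraries in each group. Of 4583 genes, 911 differed at an adjusted p under 0.05, with 384 higher and 527 lower in S. paradoxus. With TMM scaling the split was 495 higher and 421 lower, and the median log2 ratio over all genes was 0.01 in place of -0.20. The analogous numbers were 900 for S. mikatae (376 higher and 524 lower) and 1582 for S. bayanus (840 higher and 742 lower). When all 6 S. cerevisiae libraries were the reference, 1135 genes differed in S. paradoxus. They included 603 of the 911, and the other 308 were lost. Both S. paradoxus libraries had scaled values above those of S. cerevisiae for RSC30 (YHR056C), at 3741 and 7332 compared with 0.650 and 2.57. RSC30 was also higher in S. mikatae and S. bayanus homozygotes and in the alleles of all 3 species, so that its ratio follows the low S. cerevisiae value. Its neighbour CUP1-2 lies 465 bp away, within the 500 bp downstream window of a transcript feature, and is not among the listed genes. Whether reads of CUP1-2 were counted with RSC30 was not tested, so its values may not be those of RSC30 alone. VTC3 (YPL019C) was lower in both S. paradoxus libraries, with scaled values of 0.680 and 8.75 compared with 1780 and 2415. Apart from RSC30, the gene named for the largest change in S. mikatae was YFL040W, with a log2 fold change of 8.94 (standard error 0.728, adjusted p = 0.0172 from limma), higher in both libraries; its alleles in the hybrid had a log2 fold change of 4.58 (adjusted p = 0.139). In S. bayanus it was YHB1 (YGR234W), with scaled values of 2.92 and 5.03 compared with 5287 and 6002 in S. cerevisiae. As for the alleles, whether values near 0 reflect low expression or uncounted reads was not tested. The difference between the log2 ratio of homozygotes and that of hybrid alleles was tested per gene in the same way. It passed an adjusted p under 0.05 for 38 of 4574 genes in S. paradoxus, for 5 in S. mikatae and for 84 in S. bayanus, and at an unadjusted p under 0.05 for 923, 638 and 847 genes. With a replicate block for the alleles of a hybrid library, an alternative chosen after the values were seen, the numbers were 15, 0 and 39, and 622 genes of S. mikatae had an unadjusted p under 0.05. With the S. cerevisiae homozygote libraries of the S. mikatae pair or the S. bayanus pair in place of its own, also chosen after the values were seen, S. paradoxus had 3 and 15 genes. Across genes, the correlation between the log2 ratios of homozygotes and hybrids was 0.557 for S. paradoxus, 0.703 for S. mikatae and 0.755 for S. bayanus. From the fits to homozygotes and to hybrids, the paper proposes trans-acting variants with effects on many genes in S. paradoxus.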

## Discussion

The effort to infer evolutionary histories of gene expression change has been a central focus of modern comparative genomics. Against a backdrop of a few landmark successes [11], [12], progress in the field has been limited by the relatively weak power of phylogenetic methods when applied, on a gene-by-gene basis, to measurements from small sets of species. In this work, we have met this challenge with a method to infer evolutionary rates of any suite of independently measured continuous characters that can be analyzed together across species. We have derived the mathematical formalism for this model, and we have illustrated the power and accuracy of our approach in simulations. We have generated yeast transcriptional profiles that complement available data sets [31], [32] by measuring *cis*-regulatory contributions to species expression differences as well as the total variation between species. With these data, we have demonstrated that our phylogenetic inference method yields robust, interpretable candidate cases of pathway regulatory evolution from experimental measurements.

The defining feature of our phylogenetic inference method is that it gains power by jointly leveraging expression measurements of a group of genes, while avoiding a high-dimensional evolutionary model. Rather than requiring an estimate of the evolutionary rate at each gene, our strategy estimates the parameters of a distribution of evolutionary rates across genes. We thus apply the assumption of [10] and model expression of the individual genes of a pathway as independent draws from the same distribution, mirroring the standard assumption of independence across sites in phylogenetic analyses of DNA sequence [33]. Any observation of lineage-specific *cis*-acting regulatory variation from our approach is of immediate evolutionary interest: a species-specific excess of variants at unlinked loci of common function would be unlikely under neutrality, and would represent a potential signature of positive selection if fixed across individuals of the species. In the study of *trans*-acting regulatory variation, *a priori* a case of apparent accelerated evolution of a pathway could be driven by a single mutation of large effect maintained by drift in a species, as in any phenomenological analysis of trait evolution [13], [34]. Our results indicate that for correlated gene groups, the latter issue can be largely resolved by a simple transformation in which expression of each gene is normalized against the mean of all genes in the pathway. Additional corrections could be required under more complex models of correlation among pathway genes, potentially to be incorporated with matrix-regularization techniques that highlight patterns of correlation in transcriptome data [35]. Similarly, although the assumption of independence across genes could upwardly bias the likelihoods of best-fit models in our inferences, model choice and parameter estimates will still be correct on average even with the scheme implemented here [36].

Our strategy also assumes that the genes of a pre-defined pathway are subject to similar evolutionary pressures. Simulation results indicate that this assumption does not compromise the performance of our method, as we observed robust inference to be the rule rather than the exception even in a quite heterogeneous pathway, if a proportion of the genes evolved under a rate shift model. Although we have used pathways defined by Gene Ontology in this study, our method can easily be applied to gene modules defined on the basis of protein or genetic interactions or coexpression. Any such module is likely to contain both activators and repressors, or other classes of gene function whose expression may be quantitatively tuned in response to selection by alleles with effects of opposite sign [37], [38]. The phylogenetic approach we have developed here is well-suited to detect these non-directional regulatory patterns, rather than relying on the coherence of up- or down-regulation of pathway genes [24]–[26], [39]–[41]. Ultimately, a given case of strong signal in our pathway evolution paradigm, when the best-fit model is one of lineage-specific accelerated regulatory evolution, can be explained either as a product of relaxed purifying selection or positive selection on pathway output. Our approach thus serves as a powerful strategy to identify candidates for population-genetic [26] and empirical [40], [42] tests of the adaptive importance of pathway regulatory change. We have developed an R package, PIGShift (Polygenic Inverse Gamma rateShift), to facilitate the usage of our method. The pathway-level approach is not contingent on the Gaussian models of regulatory evolution we have used here, and future work will evaluate the advantages of compound Poisson process [10], [43] or more general Lévy process [44] models of gene expression, as well as models that account explicitly for sampling error in expression data.

The advent of RNA-seq has enabled expression surveys across non-model species in many taxa. Maximizing the biological value of these data requires methods that evaluate expression variation in the context of sequence divergence between species. As rigorous phylogenetic interpretation of expression data becomes possible, these measurements will take their place beside genome sequences as a rich source of hypotheses, in the search for the molecular basis of evolutionary novelty.

## Methods

### Basic model

Our basic assumption, following [10], is that the average expression levels of genes in a pathway evolve as independent replicates of the same Brownian motion or Ornstein-Uhlenbeck process. However, instead of assuming that each gene in the pathway has the same rate of evolution, we allow the different genes in a pathway to draw their rate of evolution from a parametric distribution.

As a point of departure, we begin by considering the likelihood of a group of genes whose expression evolves independently, each with its own rate of evolution. Throughout, we use uppercase letters to represent random variables and matrices and lowercase letters to represent nonrandom variables. Assume that we have measured expression of the genes of a pathway in 

 species, and that we have a fixed, time-calibrated phylogeny from genome sequence data describing the relationships between those species. We let 
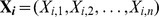
 be the observations of the expression level of the 

th gene of the pathway, in each of 

 species. Both the Brownian- motion and Ornstein-Uhlenbeck (OU) models predict that the vector 

 is a draw from a multivariate normal distribution with variance-covariance matrix 

 (where 

 is a scalar—the rate of evolution—and the elements of 

 depend on whether evolution follows the Brownian or Ornstein-Uhlenbeck model; see below). Hence, the likelihood of the data is
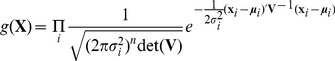
(1)where 

 is a vector representing the mean expression value at the tips of the phylogenetic tree for gene 

. Note that 
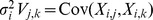
 where 

 is the 

th element of 

.

If we assume that there is no branch-specific directionality to evolution, we can avoid the need to estimate 

 in either the Brownian motion model or the OU model by a renormalization of the data. We first arbitrarily choose the gene expression measurements in a single species (say species 1), and define the new random vector 
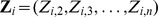
 by
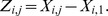
By our assumption that there is no branch-specific directionality, 
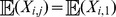
 so 

 for all 

 and 

. Because each 

 is multivariate normally distributed with dimension 

, each 

 will also be multivariate normally distributed with dimension 

 and a slightly different covariance structure. Letting 

 be the covariance matrix corresponding to the 

, elementary calculations taking into account variances and covariances of sums of random variables reveal that
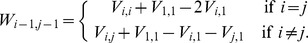
Next, we wish to incorporate into the Brownian motion and OU models a scheme in which the rates of evolution of the genes of a pathway are not specified independently but instead are drawn from an inverse-gamma distribution. In this context, the genes in a pathway share 

, the variance-covariance structure due to the tree, but the rate of evolution 

 for each gene is an independent draw from an inverse-gamma distribution. The inverse-gamma distribution has density
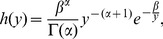
(2)where 

 is the gamma function and 

 and 

 are shape and scale parameters. The moments of this distribution are

and
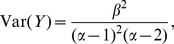
from which it follows that the inverse-gamma distribution has no mean if 

 and no variance if 

. These properties allow for the distribution of rates of gene expression evolution in a pathway to be relatively broad; in addition, the inverse gamma density has no mass at 

, which prevents any gene in a pathway from not evolving at all. Also, as 

 and 

 as 

 stays fixed, the distribution converges to a point mass at 

. Thus, a model where there is one rate for every gene is nested within the inverse-gamma distributed rates model.

Computation of the the likelihood of the data under this model is simplified by the fact that the inverse-gamma distribution is the conjugate prior to the variance of a normal distribution. Hence, we see that the likelihood of the observed expression data 

 is
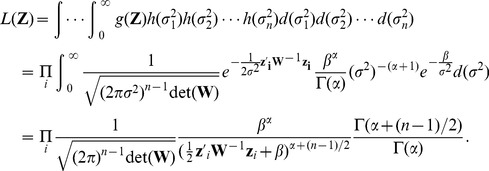
(3)

The second line follows recognizing that each integral is independent. Thus, the likelihood of the observations of transcriptome-wide gene expression across the pathway in 

 taxa, normalized by the expression level in taxon 

, is given by (3).

For the application to simulated and experimental data as described below, given observations of gene expression of the species at the tips of the tree, and a model that specifies the covariance matrix 

 detailed in the next section, we optimized the log likelihood function using the L-BFGS-B optimization routine in R [45].

### Covariance matrix

In the previous section, we left the unnormalized covariance matrix 

 unspecified. Here we briefly recall the forms of 

 under Brownian motion and the Ornstein-Uhlenbeck process. Define the height of the evolutionary tree to be 

 and and the height of the node containing the common ancestor of taxa 

 and 

 by 

. Then the covariance matrix for Brownian motion is
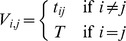
and the covariance matrix for the Ornstein-Uhlenbeck process is
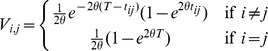
where 

 quantifies the strength of stabilizing selection, with large 

 corresponding to stronger selection.

To model lineage-specific shifts in the evolutionary rate of gene expression in the context of the Brownian motion model, we adopt a framework similar to that of O'Meara *et al.* [15]. We assume that in a specified subtree of the total phylogeny, the rate of evolution of every gene is multiplied by a constant, compared to the rest of the tree. Under the Brownian motion model, this is equivalent to multiplying the branch lengths in that part of the tree by that same constant; hence, shifts in evolutionary rate are incorporated by multiplying the branch lengths of affected branches by the value of the rate shift.

### Comparing likelihoods among fitted models

To evaluate the support for the distinct models we fit to expression data for a given pathway, we require a strategy that will be broadly applicable in cases where no *a priori* expectation of the correct model is available, such that nested hypothesis testing schemes [15] are not applicable. Instead, given likelihoods 

 from fitting of each model in turn to expression data from the genes of a pathway, we use the Akaike Information Criterion, 

 [46], to report the strength of the support for each, where 

 is the number of parameters in the model (

 for the Brownian motion model in which the rate of evolution is the same along all lineages in the phylogeny, and 

 for all other models).

### Simulations

For all simulations, we used a phylogenetic tree adapted from [27] by removing the branch leading to *Saccharomyces kudriavzevii* (see inset of Figure 1a and Figures S1, S2, S3, S4, S5). To simulate under models in which each gene in a pathway evolves independently, we generated expression data for one gene at a time as follows. We first drew the rate of evolution from the appropriately parameterized inverse-gamma distribution. Then, without loss of generality, we specified that the expression level at the root of the phylogeny was equal to 

, and we simulated evolution along the branches of the yeast phylogeny according to either a Brownian motion or an Ornstein-Uhlenbeck process (with optimal expression level equal to 

), using the terminal expression level on a branch as the initial expression level of its daughter branches. To account for lineage-specific shifts in evolutionary rate in a simulated pathway, we multiplied the rate of evolution of each gene by the rate shift parameter for evolution along the branches affected by the rate shift. For each Brownian motion-based rate shift model applicable to the tree, we simulated 100 replicate datasets for each of a range of gene group sizes, in each case setting 

, 

, and the rate shift parameter as specified in Figure 1 and Figures S1, S2, S3, S4, S5. For the Ornstein-Uhlenbeck model, we simulated 100 replicate datasets for each of a range of pathway sizes with 

, 

, and 

 as specified in Figure 2.

To simulate under models in which expression of genes in a pathway was correlated with coefficient 

, we first drew 

, the rate of evolution for each gene, from an inverse-gamma distribution with 

, 

. We then parameterized the instantaneous variance-covariance matrix of the 

-dimensional Brownian motion by
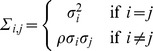
so that the distribution of trait change along a lineage was multivariate normal with mean 0 and variance covariance matrix 

. Separate simulated expression data sets were generated with 

 varying from 0 (complete independence) to 1 (complete dependence) using 100 replicate simulations for each value.

### Yeast strains, growth conditions, and RNA-seq

Strains used in this study are listed in Table S1. For pairwise comparisons of *S. cerevisiae* and each of *S. paradoxus*, *S. mikatae*, and *S. bayanus*, two biological replicates of each diploid parent species and each interspecific hybrid were grown at 25°C in YPD medium [47] to log phase (between 0.65–0.75 OD at 600 nm). Total RNA was isolated by the hot acid phenol method [47] and treated with Turbo DNA-free (Ambion) according to the manufacturer's instructions. Libraries for a strand-specific RNA-seq protocol on the Illumina sequencing platform, which delineates transcript boundaries by sequencing poly-adenylated transcript ends, were generated as in [48] with the following modifications: 1) AmpureXP beads (Beckman) were used to clean up enzymatic reactions; 2) the gel purification and size-selection step was eliminated; 3) the oligo-dT primer used for cDNA synthesis was phosphorothioated at position ten (TTTTTTTTTT*TTTTTTTTTTVN, V = A,C,G, N = A,C,G,T, * = phosphorothioate linkage, Integrated DNA Technologies); and 4) 12 PCR cycles were performed. Libraries were sequenced using 36 bp paired-end modules on an Illumina IIx Genome Analyzer (Elim Biopharmaceuticals).

### RNA-seq mapping and normalization

Bioinformatic analyses were conducted in Python and R. RNA-seq reads were stripped of their putative poly-A tails by removing stretches of consecutive Ts flanking the sequenced fragment; reads without at least two such Ts were discarded, as were reads with Ts at both ends. To ensure that expression data from hybrid diploids and purebred species could be compared, for each class of expression measurement for a given pair of species we mapped reads to both species genomes from http://www.saccharomycessensustricto.org [27] using Bowtie [49] with default settings and flags -m1 -×1000. These settings allowed us to retain only those reads that were unambiguously assigned to one of the two species in each pairwise comparison. A mapped read was inferred to have originated from the plus strand of the genome if its poly-A tail corresponded to a stretch of As at the 3′ end of the fragment, and a read was assigned to the minus strand if its poly-A tail corresponded to a stretch of Ts at the 5′ end of the fragment relative to the reference genome. To filter out cases in which inferred poly-A tails originated from stretches of As or Ts encoded endogenously in the genome, we eliminated from analysis all reads whose stretch of As or Ts contained more than 50% matches to the reference genome. In order to filter out cases of potential oligo-dT mispriming during cDNA synthesis, we also eliminated from analysis all reads that contained 10 or more As in the 20 nucleotides upstream of their transcription termination site. Read mapping statistics can be found in Table S2.

We controlled for read abundance biases due to differing GC content as follows. For each lane of sequencing, we grouped sets of overlapping reads and normalized abundance according to GC content of the overlapping region using full-quantile normalization as implemented in the package EDASeq [50]. Normalized abundance was divided by raw abundance to generate a weight that was assigned to every read in the group. These weights were used in place of raw read counts in all downstream analyses. All expression data are available through the Gene Expression Omnibus under identification number GSE38875.

### Transcript annotation

Coordinates of orthologous open reading frames (ORFs) in each genome were taken from http://www.saccharomycessensustricto.org. These ORF boundaries in *S. cerevisiae* differed, in some cases, from ORF definitions in the *Saccharomyces* Genome Database [51, SGD, using the definitions from December 22, 2007]; genes for which the two sets of definitions did not overlap were discarded. For cases where the definitions overlapped but differed by more than ten base pairs at either end, we used the boundaries defined by SGD and adjusted ortholog boundaries in other species accordingly after performing local multiple alignment [52] of the orthologous regions and flanking sequences as defined by [27].

For most genomic loci, each sense transcript feature was defined as the region from 50 bp upstream to 500 bp downstream of its respective ORF. If sequence within this window for a given target ORF overlapped with the boundaries of an adjacent gene or known non-coding RNA on the same strand, the sense feature boundaries of the target were trimmed to eliminate the overlap. For tandem gene pairs, the 3′ boundary of the upstream gene sense feature was set to 500 bp past the coding stop or the coding start of the downstream gene sense feature, whichever was closer; the 5′ boundary of the downstream gene sense feature was set to 50 bp upstream of its coding start or the 3′ end of the upstream gene sense feature, whichever was closer.

We tabulated the GC-normalized expression counts (see above) that mapped to each transcript feature for each RNA-seq sample. Given the full set of such counts across all features and all samples, we then applied the upper-quartile between-lane normalization method implemented in EDASeq [50]. The normalized counts from this latter step for a given species were averaged across all biological replicates to yield a final expression level for the feature, which we then 

 transformed and used in all analysis in this work.

### Yeast pathways

We downloaded the list of genes associated with each Gene Ontology process term from the *Saccharomyces* Genome Database and filtered for terms containing at least 10 genes. The resulting set comprised 333 terms.

### Visualizing distributions of interspecific expression variation

For visual inspection of expression differences between species in Figure 4, we normalized experimentally measured data by branch lengths ascertained from genome sequence as follows. If expression evolution follows the same Gaussian-based model on all lineages of the yeast phylogeny, when the expression level of gene 

 in taxon 

 is compared to that in taxon 

 used as a reference, the marginal distribution 

 (the difference in expression between taxon 

 and taxon 

 at gene 

) is distributed according to a univariate analog of equation (3). In this case, dividing 

 by the absolute branch length according to DNA sequence between taxon 

 and taxon 

 eliminates the dependence of the distribution on the total divergence time between taxa, and the density of this normalized quantity will be the same for all species comparisons. In the case of lineage-specific shifts in evolutionary rate or universal selective constraint, one or more taxa will exhibit distinct densities of the normalized expression divergence measure. Thus, we generated each distribution in Figure 4 by tabulating the log fold-change in expression between the indicated species and *S. cerevisiae*, and then dividing this quantity by the divergence time between the indicated species and *S. cerevisiae* according to the genome tree. After this normalization, if a pathway has been subject to accelerated regulatory evolution in one lineage, the distribution of expression log fold-changes corresponding to the species at the tip of that lineage will be wider than expected based on the length of the branch from DNA sequence, and hence it will stand out against the other distributions when plotted as in Figure 4; likewise, constraint on expression evolution of a pathway in a particular species will manifest as a narrower distribution for that species. In the case of a pathway subject to the same degree of regulatory constraint on all branches of the yeast phylogeny, branch lengths ascertained from genome sequence will be large relative to the modest expression divergence, with the most dramatic disparity manifesting when divergent species are compared, yielding the narrowest distribution of normalized expression levels. When visualized as in Figure 4, the width of the distribution of log fold-changes across genes of the pathway in a given species will thus be inversely proportional to the species distance from *S. cerevisiae*, with the narrowest distribution for *S. bayanus* and the widest for *S. paradoxus*.

## Supporting Information

Figure S1 **Phylogenetic inference of the evolutionary history of yeast pathway regulation under a Brownian motion model with equal rates on each branch of the tree.** Data are as in Figure 1a of the main text except that expression data were simulated under a model in which no yeast lineage was subject to a change in evolutionary rate.
(EPS) Click here for additional data file.

Figure S2
**Phylogenetic inference of the evolutionary history of yeast pathway regulation under a model with a rate shift on the subtree leading to** ***S. paradoxus*** **and** ***S. cerevisiae*** **.** (a), Data are as in Figure 1a of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the subtree leading to *S. paradoxus* and *S. cerevisiae*, increased by a factor of 5. (b), Data are as in Figure 1b of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the subtree leading to *S. paradoxus* and *S. cerevisiae*, increased by the factor indicated on the 

 axis.(EPS)Click here for additional data file.

Figure S3
**Phylogenetic inference of the evolutionary history of yeast pathway regulation under a model with a rate shift on the branch leading to** ***S. cerevisiae*** **.** (a), Data are as in Figure 1a of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the branch leading to *S. cerevisiae*, increased by a factor of 5. (b), Data are as in Figure 1b of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the branch leading to *S. cerevisiae*, increased by the factor indicated on the 

 axis.(EPS)Click here for additional data file.

Figure S4
**Phylogenetic inference of the evolutionary history of yeast pathway regulation under a model with a rate shift on the branch leading to** ***S. mikatae*** **.** (a), Data are as in Figure 1a of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the branch leading to *S. mikatae*, increased by a factor of 5. (b), Data are as in Figure 1b of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the branch leading to *S. mikatae*, increased by the factor indicated on the 

 axis.(EPS)Click here for additional data file.

Figure S5
**Phylogenetic inference of the evolutionary history of yeast pathway regulation under a model with a rate shift on the branch leading to** ***S. bayanus*** **.** (a), Data are as in Figure 1a of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the branch leading to *S. bayanus*, increased by a factor of 5. (b), Data are as in Figure 1b of the main text, except that expression measurements were simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

 = 3, 

 = 2 and, for the branch leading to *S. bayanus*, increased by the factor indicated on the 

 axis.(EPS)Click here for additional data file.

Figure S6
**Relationship between inferred values of parameters in phylogenetic reconstruction of the evolutionary history of yeast pathway regulation, under an Ornstein-Uhlenbeck model.** In the main plot, each data point reports the results of inference of the evolutionary history of regulation of a yeast pathway of size 100: expression data were simulated under an Ornstein-Uhlenbeck (OU) model in which the rates of regulatory evolution of pathway genes were drawn from an inverse-gamma distribution with 

 and 

 and the OU constraint parameter 

 was set to 10, after which parameter values for an OU model were optimized against the simulated expression data. For histograms at top and left, the independent variable is shared with the axis of the main plot and reports the indicated parameter value, and the dependent variable reports the proportion of simulated data sets in which the corresponding value was inferred. Note that inferences from most simulated data sets accurately estimate 

 and 

, but for a few data sets, large parameter values are inferred.(EPS)Click here for additional data file.

Figure S7
**Mean-centering pathway expression levels in each species corrects for spurious inference of non-neutral regulatory evolution arising from gene co-regulation.** Each trace reports the results of inference of the evolutionary history of regulation of a yeast pathway of size 100, from expression data simulated under a Brownian motion model in which evolutionary rates were the same on all branches of the yeast phylogeny, and pathway genes were correlated with one another with respect to expression throughout the phylogeny. Each line style reports one scheme for normalization of simulated expression data before evolutionary inference: expression measurements were analyzed as is (Uncentered), or the distribution of expression across pathway genes for each species in turn was normalized to have a mean of 

 (Centered). The 

 axis reports the value of the correlation coefficient between genes in the group, and the 

 axis reports the fraction of 500 simulations that resulted in a model other than the Brownian motion equal-rates model having an Akaike weight greater than 0.8.(EPS)Click here for additional data file.

Figure S8
**Heterogeneity in the mode of regulatory evolution across the genes of a pathway has little impact on inference of evolutionary histories from expression data.** Each trace reports the results of inference of the evolutionary history of regulation of a yeast pathway of size 100, from expression data simulated under a Brownian motion model in which the rate of regulatory evolution for each gene was drawn from an inverse-gamma distribution with 

, 

 and, for the branch leading to *S. paradoxus*, increased by a factor of 

 for a subset of pathway genes. The 

 axis reports the fraction of genes in the group without a rate shift, and the 

 axis reports the average Akaike weight assigned to each model. Line styles are as in Figure 1a of the main text.(EPS)Click here for additional data file.

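Table S1 lists the markers of the strains. LYS2 is deleted in the S. cerevisiae parent of the hybrids, and its S. cerevisiae allele had values between 0 and 1 in the 6 hybrid libraries, with a total of 2. The alleles of the other species had between 53 and 132, with a total of 508.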

Table S1 **Strains used in this work.**
(XLSX) Click here for additional data file.

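Table S2 counts the reads of each library at each mapping step. Of the reads with a poly-T stretch, 57.6% to 62.6% mapped uniquely in the 6 libraries of the S. paradoxus pair, 72.6% to 75.2% in those of the S. mikatae pair and 78.9% to 82.5% in those of the S. bayanus pair. The deposited values of a library added up to between 79.3% and 87.9% of the reads that Table S2 lists as passing the filters.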

Table S2 **Read mapping statistics from yeast RNA-seq.** Each set of rows reports the mapping statistics for reads from RNA-seq libraries used for a comparison of two yeast species. For a given set, in row headings, numerals indicate biological replicates, single species names indicate homozygotes, and species name pairs separated by a slash indicate diploid interspecies hybrids. Each row reports results from one library. Total reads, the full set of reads sequenced. Have polyT, the number of reads containing at least two consecutive Ts at only one end. Uniquely mapped, the number of reads mapping uniquely, with no mismatches, to the concatenated genomes of the two species of the set. Passed through filters, the number of reads whose poly-A tails were unlikely to have originated from oligo-dT mispriming to A-rich regions of the genome; see Methods.
(XLSX) Click here for additional data file.

Table S3
**Fitted models of** 

 **-regulatory evolution in yeast pathways.** Data are as in Table 1 of the main text except that results for all pathways are shown.(XLSX)Click here for additional data file.

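Table S4 has the layout of Table 2 and lists, for every GO term, the number of genes, the best-fit model of total expression in homozygotes and its Akaike weight. The terms share genes, so that the fits of related terms are not independent; for example, the 3 terms on cleavage of rRNA precursors that were refitted held 40 genes, of which 29 were in all 3.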

Table S4 **Fitted models of species regulatory evolution in yeast pathways.** Data are as in Table 2 of the main text except that results for all pathways are shown.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

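Transcript-end RNA-seq was deposited for 18 libraries of yeasts in log phase: 6 of S. cerevisiae homozygotes, 2 of each of the 3 other species, and 2 of each hybrid. The labels give species, strain and replicate. They do not say for which pair of species each of the 6 S. cerevisiae homozygote libraries was used, so the pair was taken from the genomes against which the deposited values were counted, and all 6 libraries as the reference were tried as an alternative. The values are scores: as deposited by the authors, and per the paper's methods, reads were trimmed of poly-T stretches, mapped to both genomes of a pair with unique hits kept, filtered for internal priming, weighted for GC content by full-quantile normalization and added up per gene. The sums are whole numbers, and their totals differ between libraries, so that no normalization between libraries is included. Because the reads were weighted, the scores are not plain counts of reads. The tests per gene had been planned as count models; limma on log2 values replaced them once the unit was known. Intervals from counting error were therefore not computed.

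Homozygote libraries had totals between 4760197 and 6883279, and single alleles of hybrids between 2255430 and 3336994. In genes with low scores, this depth may limit the precision of allele-specific ratios more than that of homozygote ratios, which was not measured. Over all genes, the SD of the replicate difference was 0.907 to 1.04 in alleles and 0.859 to 1.08 in homozygotes. Scores were scaled by the upper quartile of each library or allele. For the phylogenetic fits, genes needed a mean scaled score of at least 10 and averages above 0 in every group. The 7 models were fitted by maximum likelihood in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, with rate shifts and the constraint parameter bounded between 0.0001 and 1000, and compared by Akaike weight. A weight above 0.8 was read as support, as in the paper. Log2 ratios were centred to a mean of 0 within each gene group and species, as the paper describes. The tree was measured from the inset of Figure 1a. GO terms were taken from the annotation of the reference genome, from entries with experimental evidence only. Terms with at least 10 genes in every species were fitted. Terms of Tables S3 and S4 with fewer genes were not analysed here. The fits were tested on simulated data: of 70 simulated sets of 4577 genes, 66 gave back the simulated model, 60 with a weight above 0.8, and none of the wrong models passed 0.8. Of 70 simulated sets of 50 genes, 37 gave back the simulated model in homozygotes and 42 in hybrids, 18 of each with a weight above 0.8, and 1 wrong model of each passed 0.8. Most GO terms held fewer genes than this. The simulated sets were drawn from the models on the same tree, with independent genes and no replicate noise. They do not show how often the preferred model is right where the tree is inexact or replicates are noisy.

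Per-gene tests used limma 3.58.1 in R 4.3.3 with an intensity trend on log2 of the scaled score plus 1, genes with a mean of at least 10, and Benjamini-Hochberg adjusted p under 0.05. Homozygotes of each species were compared with the 2 S. cerevisiae libraries of the same pair, alleles within hybrids were compared with each other, and the difference between these log2 ratios was tested as an interaction. Both alleles of a hybrid come from 1 library and are paired by it; across genes, the replicate differences of the alleles had correlations between 0.015 and 0.059. The numbers of homozygote replicates mark no shared source. In simulated data with 200 changed genes at a log2 fold change of 2, the tests of homozygotes found 49.5% to 64.0% of them, those of alleles 46.5% to 70.0% and those of the interaction 6.50% to 20.5%. Spread for labelling a changed fit was the SD over the fits that each left out 1 library. Random gene sets of the sizes in Tables S3 and S4 were drawn in 10 rounds, 1000 random sets of 59 genes were fitted for endocytosis, and random sets of the sizes of the fitted terms were drawn in 50 rounds.

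Genes named in the text were the marker loci of Table S1, the 2 genes with the largest absolute log2 fold change in each comparison of homozygotes or alleles among those past the threshold with a mean of at least 100 and no overlap between groups, and the 2 DNA repair genes with the largest change in S. paradoxus. Gene groups were set by symbol. Alternatives covered the scaling between libraries, the minimum score, added constants, the tree, the centring, the reference libraries, leaving out replicates or single libraries, thinning, a replicate block, and a minimum log2 fold change. These choices were made before the data were examined, apart from limma and the alternatives named as added later. Figures were drawn with Matplotlib 3.10.9.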

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

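The tests of explanations in this part were chosen only after the results were seen; the per-gene comparison of homozygotes with hybrids was planned.

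The log2 ratio to S. cerevisiae differed between homozygotes and hybrid alleles for 38 genes in S. paradoxus, 5 in S. mikatae and 84 in S. bayanus at an adjusted p under 0.05 of the interaction. These genes drew attention because the same contrast differed between the 2 kinds of culture. Whether the numbers differ between species was not tested. With a replicate block for the alleles of a hybrid library, which are paired, an alternative chosen after the values were seen, the numbers were 15, 0 (622 at an unadjusted p under 0.05) and 39. Between-library scaling is argued against as the whole cause in S. paradoxus and S. bayanus, where the numbers with TMM were 43 and 78. For S. mikatae scaling stays open. TMM gave 0 genes there (628 at an unadjusted p under 0.05), and median-of-ratios size factors also gave 0 (622 unadjusted). With the S. cerevisiae homozygote libraries of the S. mikatae pair or of the S. bayanus pair in place of its own, S. paradoxus had 3 and 15 genes (595 and 593 at an unadjusted p under 0.05, in place of 923), of which 2 and 7 were among the 38. With those of the S. paradoxus pair, S. mikatae had 276 genes and S. bayanus 277, whereas S. bayanus had 89 with those of the S. mikatae pair. S. mikatae had 0 genes with those of the S. bayanus pair (613 at an unadjusted p under 0.05), so that its own 5 were also lost. That the S. cerevisiae libraries of the S. paradoxus pair differ from the other S. cerevisiae libraries is therefore a candidate explanation for part of the S. paradoxus genes. All 38 kept their direction with other S. cerevisiae libraries as the reference, with a median absolute difference of 3.47 in place of 4.82. For all genes the median was 0.64 in place of 0.78. As the 38 were selected for large differences, their kept direction does not exclude this explanation for part of the genes. A trans-acting difference between the species, which the paper proposes, stays open and was not tested.

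The S. cerevisiae homozygote libraries were compared with each other, which the paper does not report. All come from 1 strain under 1 stated condition. Between the S. paradoxus pair and the S. mikatae pair, 1134 genes (24.9% of 4563) had an unadjusted p under 0.05, and between the S. paradoxus pair and the S. bayanus pair 1229 genes did (26.9% of 4572). Between the S. mikatae pair and the S. bayanus pair the number was 254 (5.60%). In each of these comparisons 0 genes passed an adjusted p under 0.05. Relative to all genes, the S. cerevisiae libraries of the S. paradoxus pair were lower than the mean of the other pairs in ribosome biogenesis genes (median log2 difference of -0.94 over 80 genes) and higher in general stress genes (1.31 over 14 genes). TMM scaling moved the median of all genes from 0.11 to -0.01, a shift that values relative to all genes leave out by construction. Mapping to another pair of genomes would also act on hybrids, where the S. cerevisiae alleles had a median of 0.16 in ribosome biogenesis genes. After a fit of GC content, gene length and mean level, the median of ribosome biogenesis genes was still -0.74, and after thinning to the lowest library total 1102 genes had an unadjusted p under 0.05 in the first comparison. These values argue against mapping, GC content and length, and library depth as the whole cause. The S. paradoxus libraries of the same pair had a median of 0.34 in ribosome biogenesis genes and of 0.58 in general stress genes against the other S. cerevisiae libraries. They share the direction of the difference in stress genes and not that in ribosome biogenesis genes. A batch or growth state common to the cultures of this pair and one confined to its S. cerevisiae cultures cannot be told apart, because the S. paradoxus values also hold the difference between the species and the labels give no dates. No biological explanation was tested. Of 9 measures of the 6 libraries, including totals and gene-group medians, 0 had a single library far from the rest.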

How the results depend on the processing

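The alternatives named here as added were chosen only after the results were seen; the others were planned. The planned count-model tests were not run, because the deposited values are weighted scores.

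Genome-wide fit of homozygotes. The S. paradoxus rate shift stayed above 1 in every fit. It was 2.66 on the evenly spaced tree, 1.66 with all 6 S. cerevisiae libraries as the reference and 1.69 with the 4 S. cerevisiae libraries of the other pairs (added). Over the fits that left out a replicate or a single library it was between 2.18 and 2.77. The weight of the S. paradoxus shift model was 1 and that of the Ornstein-Uhlenbeck model 0 on the evenly spaced tree and with absolute log2 ratios of 5 or more left out (added); over the fits that left out libraries, each weight was between 0 and 1. Of the 15 planned fits other than those without a single library, 12 kept the Ornstein-Uhlenbeck model above 0.8, and 3 gave the S. paradoxus shift model a weight above 0.8: the evenly spaced tree and the fits without replicate 1 or replicate 2 of every species. Of the 12, those with TMM or median-of-ratios factors and that on the tree of Figure 4a were close to the main fit by design. Centring removes most of a change of scaling, and the trees of Figures 1a and 4a are nearly equal. Large ratios and library depth were tested as causes of the preferred model, and a shared reference as the cause of the lower shift, and these were left open; the cause of the changes with the tree and the replicates was not tested.

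Genome-wide fit of hybrids. The weight of the S. bayanus shift model was 0.980 with a mean of at least 100, 0.909 after thinning, 0.813 with no centring, 0.804 with centring on the median, 0.814 with absolute log2 ratios of 5 or more left out (added) and 0.817 on the tree measured from Figure 4a. Leaving out replicates or libraries, the weights of this model and of the Ornstein-Uhlenbeck model were each between 0 and 1, the constraint parameter was between 0.635 and 1.19, and the S. paradoxus rate shift was between 1.53 and 2.27. The cause was not tested.

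Genes. With a replicate block, which treats equally numbered libraries as paired, homozygotes gave 334 genes in S. paradoxus, 0 in S. mikatae (1634 at an unadjusted p under 0.05) and 796 in S. bayanus; alleles gave 0 in S. paradoxus (1183 unadjusted) and 0 in S. mikatae (1533 unadjusted); the interaction gave 0 in every species (817, 585 and 750 unadjusted). The block leaves fewer degrees of freedom. Alleles of a hybrid are paired by their library; homozygotes share only a number, and across genes their replicate differences had correlations between -0.005 and 0.024. With the replicate block in hybrids only (added), the interaction gave 15 genes in S. paradoxus, 0 in S. mikatae (622 unadjusted) and 39 in S. bayanus. With all 6 S. cerevisiae libraries, 1477 genes differed in S. mikatae. With a mean of at least 100, which tests fewer genes, 133 alleles differed in S. paradoxus, and the interaction gave 19 genes in S. paradoxus. The interaction in S. mikatae gave 0 genes with TMM (628 unadjusted), no filter (662), thinning (641) and median-of-ratios size factors (622, added), 1 without an intensity trend (added) and 9 with a pseudocount of 10 (added), which gave 74 in S. paradoxus. The cause was not tested. Directions moved with the scaling: 482 higher and 428 lower in S. paradoxus homozygotes and 424 and 407 in S. mikatae with median-of-ratios size factors, and, for the S. paradoxus interaction, 13 higher and 25 lower originally, 20 and 23 with TMM, 19 and 23 with median-of-ratios size factors and 9 and 37 with a shared library size. The median interaction over all genes was -0.21 originally, 0.01 with TMM and -0.42 with a shared library size.

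GO terms. In homozygotes, the number of terms above 0.8 was 8 with a mean of at least 100, 7 on the evenly spaced tree, 9 with all 6 S. cerevisiae libraries, 12 with the 4 of the other pairs (added), 15 with no centring (added), 15 with centring over all genes (added) and 9 with that centring and the 4 libraries together (added); leaving out a replicate of every species gave from 8 to 17. The S. paradoxus shift was the best-fit model of 50 terms on the evenly spaced tree, 19 with all 6 libraries, 16 with the 4 libraries, 17 with the 4 libraries and centring over all genes, and from 42 to 60 without a replicate. In hybrids it was 63 on the evenly spaced tree, and from 13 to 14 terms were above 0.8 without a replicate. The cause was not tested.

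Gene groups and genes. In S. paradoxus homozygotes, the median log2 ratio of mitochondrial ribosomal proteins changed from -0.21 to 0.34 with all 6 S. cerevisiae libraries and to 0.66 with the 4 of the other pairs (added). That of general stress genes changed from -0.89 to 0.015 with a mean of at least 100, which leaves 6 genes of 14, and to 0.49 with the 4 libraries. Its lowest value over the 8 alternatives was -1.67. Cytosolic ribosomal proteins had a median of 0.842, and between 0.062 and 1.01 over the alternatives. Ribosome biogenesis genes had a median of 1.13, and between 0.342 and 1.295 over the alternatives. Relative to all genes, the S. cerevisiae libraries of the S. paradoxus pair were higher than the mean of the other pairs by a median of 0.67 in mitochondrial ribosomal proteins and of 1.31 in general stress genes, and a change of the reference moves the ratios by such differences. Of the 152 values of named genes under other settings of the test, 143 stayed on their side of the threshold and 9 were weaker; of the 56 values without a replicate, 30 stayed within their spread, 26 moved beyond it and 0 changed direction.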

Differences from the paper's values

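The alternatives named here as added were chosen only after the values were seen; the others were planned.

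For 4 terms on rRNA processing, the paper's Akaike weights of the S. paradoxus shift model in homozygotes were 0.995 for GO:0000447, 0.818 for GO:0000462, 0.954 for GO:0000472 and 0.928 for GO:0000480, against 0.128, 0.0484, 0.0605 and 0.0536 here. The paper's rate shifts were 5.25, 7.29, 4.69 and 4.46, against 1.66, 3.36, 1.33 and 1.43. None of the alternatives set before the data were examined closed these gaps. With log2 ratios centred over all genes, chosen after seeing the values, the weights were 0.998, 0.824, 0.986 and 0.984 and the rate shifts 5.24, 7.29, 5.00 and 5.03. With no centring, also chosen after seeing the values, the weights were 0.991, 0.861, 0.949 and 0.951 and the rate shifts 4.30, 6.55, 4.07 and 4.18.

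For GO:0006281 in homozygotes, the paper's weight of the Ornstein-Uhlenbeck model was 0.882 and its constraint parameter 3.41, against 0.232 and 0.795 here with 58 genes in place of the paper's 175. For GO:0000422 the paper's constraint parameter was 57.1, against 26.1. Neither gap was closed by any alternative set before the data were examined, nor by those added later.

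Among the terms that could be fitted in homozygotes, the paper's Table S4 has 24 with a weight above 0.8, against 3 here. Without replicate 1 of every species the number was 17, which is within 1.5 times of the paper's; the other alternatives set before the data were examined left the gap. The paper has 66 of these terms with the S. paradoxus shift as the best-fit model, against 33 here. Without replicate 1 the number was 60 and on the evenly spaced tree 50, and with no centring or with centring over all genes, both chosen after seeing the values, it was 47; the other alternatives left the gap.

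The paper states a full preference for a faster rate on the S. paradoxus branch in the genome-wide fit of homozygotes. Here the Ornstein-Uhlenbeck model had a weight of 0.968. The S. paradoxus shift model was above 0.8 without replicate 1 of every species, without replicate 2, on the evenly spaced tree and in 8 of the 12 fits that left out 1 library. It was also above 0.8 with absolute log2 ratios of 5 or more left out and in 1 thinning of homozygote libraries to a total of 2255430, and had the highest weight in 93 of 100 further thinnings and on 16 of 24 other trees, all chosen after seeing the values.

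The paper states a nearly full preference for the Ornstein-Uhlenbeck model in the genome-wide fit of hybrids. Here its weight was 0.258 and that of the S. bayanus shift model 0.742. The Ornstein-Uhlenbeck model was above 0.8 without replicate 2 of every hybrid, with 0.950, and had the highest weight in 4 of the 6 fits that left out 1 library, above 0.8 in 2 of them, and with a pseudocount of 1, at 0.570. On the 24 other trees, chosen after seeing the values, it had the highest weight on 12, and on 9 trees the preferred models of homozygotes and hybrids were both those of the paper.

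The paper finds the S. paradoxus shift to recur in homozygotes and no such model in hybrids. Among the terms fitted here, the paper's tables list this model as best for 66 in homozygotes and 38 in hybrids. Here it was the best-fit model of 33 of 193 terms in homozygotes and of 39 of 192 terms in hybrids, so that the gap lies in the homozygotes. With log2 ratios centred over all genes, chosen after seeing the values, it was the best-fit model of 47 terms in homozygotes and 40 in hybrids; without replicate 1, the numbers were 60 and 45, without replicate 2 they were 42 and 43, and on the evenly spaced tree 50 and 63.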

Other observations

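The tests of explanations in this part were chosen only after the results were seen; the random gene sets of the sizes in Tables S3 and S4 were planned.

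The S. paradoxus rate shift of the genome-wide fit was 2.30 in homozygotes and 1.72 in hybrids. With single S. cerevisiae libraries of another pair as the reference of S. paradoxus, used by no other species, the mean shift of 4 fits was 2.07 in homozygotes, against 2.43 with single libraries of its own pair. In hybrids the analogous means were 2.21 and 1.94. The S. cerevisiae libraries of the S. paradoxus pair are therefore a candidate explanation for part of the difference between homozygotes and hybrids. Library depth was not: after thinning to the lowest total of an allele the shift was 2.31, and between 2.24 and 2.35 in 100 further thinnings. Replicate noise was not either, since the variance shared by both replicates, per divergence, was 2.71 for S. paradoxus homozygotes, 1.98 for S. mikatae homozygotes and 1.82 for S. paradoxus alleles. An exchange of labels is argued against by the correlations with S. cerevisiae libraries of the other pairs, at most 0.771 for S. paradoxus libraries and at least 0.856 for the S. cerevisiae libraries of the same pair. A trans-acting difference stays open and was not tested.

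With all 6 S. cerevisiae libraries as the reference, the shift of homozygotes fell to 1.66. With the libraries of any 1 pair serving all species, it was between 1.57 and 1.71. With the libraries exchanged between pairs so that none were shared, it was between 1.62 and 1.91 in the 4 fits that gave S. paradoxus the libraries of another pair and 2.27 in the fit that left it its own. The sharing of a reference and unusual S. cerevisiae libraries of the S. paradoxus pair cannot be told apart as sources of the fall, because a shift as low arises with no sharing and because the lowest value came with these libraries serving all species. No biological explanation was tested.

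Without the 167 genes that had an absolute log2 ratio of 5 or more in any species, the S. paradoxus shift model had a weight of 1 in homozygotes. Without as many random genes, another model than the Ornstein-Uhlenbeck model had the highest weight in 16 of 100 draws. After random thinning to the lowest total of an allele this was so in 93 of 100 draws, and after thinning to the lowest homozygote total in 24 of 100. Large ratios, library depth and a plain instability of the preference cannot be told apart with these data, because random changes of the genes also change the preferred model. Of the 42 genes with such ratios in S. paradoxus, 26 were measured in hybrids, where 22 had the same direction. No biological explanation was tested.

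In random gene sets of the sizes of the 192 terms fitted in both kinds of data, a mean of 7.18 sets had a weight above 0.8 in hybrids, with 1 to 15 over 50 rounds, and 6 terms did. The number of terms above 0.8 in hybrids is in line with that of random sets. In homozygotes a mean of 12.4 sets passed 0.8, with 7 to 23 over the rounds, and 3 terms did. This low number and the sharing of genes between terms cannot be told apart, because random sets share fewer genes. In random sets of the sizes in Tables S3 and S4, a mean of 15.9 sets in hybrids passed 0.8, with 11 to 21 over 10 rounds. The 15 terms of Table S3 lie inside this range. The mean in homozygotes was 32.2 sets, with 27 to 38 over the rounds, and the 41 terms of Table S4 lie above every round. Whether the paper's numbers are those of random sets cannot be told apart from the effect of its annotation and tree, which differ from those used here. No biological explanation was tested.

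Endocytosis had a weight above 0.8 for the S. paradoxus shift model in homozygotes and in hybrids. In random sets of the sizes of the fitted terms, at least 1 set passed 0.8 for this model in both kinds of data in 23 of 50 rounds, and 1 term did. A term of this kind among so many is thus in line with random sets. The weights of endocytosis themselves were reached by 11 of 1000 random sets of 59 genes in homozygotes and by 3 in hybrids. With log2 ratios centred over all genes and single S. cerevisiae libraries of another pair as the reference of S. paradoxus, its weight in homozygotes was at least 0.936, and with the 4 libraries of the other pairs for all species it was 0.839. This argues against the S. cerevisiae libraries of the S. paradoxus pair as the whole cause, and the weight of 0.978 in hybrids uses none of these libraries. Lower weights came with the libraries of the S. paradoxus pair serving S. mikatae in exchange (0.495) or all species (0.134), and with those of the S. bayanus pair serving all species (0.774). Selection on this pathway was not tested.

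With log2 ratios centred over all genes, the 3 terms on cleavage of rRNA precursors had weights of at least 0.984 for the S. paradoxus shift model in homozygotes. Centred within each term, the highest was 0.128, which suggests that a common shift of the genes of the term carries the result. With single S. cerevisiae libraries of another pair as the reference of S. paradoxus, the highest of 12 weights was 0.432, whereas with single libraries of its own pair the 12 weights were between 0.832 and 0.998. The S. cerevisiae libraries of the S. paradoxus pair, which are low in ribosome biogenesis genes, are a candidate explanation. For the SSU-rRNA maturation term (GO:0000462), the highest of 4 weights with libraries of another pair was 0.832 and the lowest was 0.002, and with those of its own pair the 4 weights were between 0.119 and 0.984, so that the reference and a difference in S. paradoxus cannot be told apart with these libraries. A difference between the species in these genes stays open and was not tested.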
